A study of Mus musculus with 6 samples. Its data were reported in "Extracellular Vesicle Secretion by Leukemia Cells In Vivo Promotes CLL Progression by Hampering Antitumor T-cell Responses" (2022).

How the data were processed

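Gene expression was measured in 6 libraries of CD5+CD19+ leukemic B cells from TCL1-RAB27DKO mice, cultured ex vivo for 24 h with splenic sEVs of TCL1 mice (3 libraries, 50 µg/ml) or of TCL1-RAB27DKO mice (3 libraries, 5 µg/ml). The groups and replicate numbers were taken from the sample titles. The leukemic cells were obtained by negative selection of B cells.

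The authors prepared 3′ mRNA libraries with unique molecular identifiers (QuantSeq FWD) and sequenced them as single reads. This chemistry primes with oligo(dT), so a count stands for 1 tagged molecule near a poly(A) tail or an internal A-rich stretch, and does not scale with transcript length. According to the methods and to the submitters' processing notes, reads were checked with FastQC, trimmed with cutadapt 2.10 and aligned with STAR 2.5.3a to the mouse genome GRCm38, reads of the same molecule were collapsed with UMI-tools 1.0.0, and reads were counted per gene with featureCounts (Subread 2.0.0). The annotation release, the strand setting and the treatment of reads with several positions are not given in the sources used here. Genes that overlap another gene or share sequence with paralogs or pseudogenes are therefore uncertain. The deposited values are whole-number counts per gene symbol, not normalized, with 1 column per library and 0 columns of other samples.

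Of 55367 symbols, 53291 were found in GENCODE M21 (GRCm38), which gave the gene positions. Counts were analyzed with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3, and with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Genes with a total of fewer than 5 counts over the 6 libraries were left out, libraries were scaled by TMM, and groups were compared with the edgeR quasi-likelihood test (two-sided, group as the only term, 4 residual degrees of freedom) with Benjamini-Hochberg adjustment. Genes were called at an adjusted p below 0.05 and a log2 fold change of at least 1 in either direction. All fold changes are sEV_TCL1 over sEV_TCL1-RAB27DKO. The standard error is the one implied by the F statistic. Levels are CPM of the TMM-scaled libraries, as mean ± SD. Where all libraries of a group had 0 counts, the fold is a lower bound against 3 counts over that group, and where a group had 1 to 3 counts the ratio of summed scaled counts is given with its exact interval. Within-class values came from 1 fit with a term for each combination of depth class and group, in which the lone library of a class and group is assumed to vary like the others.

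On simulated counts for 12012 genes with the means and depths of these libraries, the test recovered 0% of genes changed by 2-fold, 10% by 4-fold, 44% by 8-fold and 96% by 16-fold (50 genes each). The changed genes were drawn from those with a mean of at least 10 counts per library, so recovery of lower genes was not measured. The limit of 3 counts was 1.60, 1.52 and 13.3 CPM in sEV_TCL1-RAB27DKO replicates 1 to 3 and 13.1, 1.43 and 12.5 CPM in those of sEV_TCL1, so low genes could not be seen in the shallow libraries.

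Before the data were examined, 30 gene lists (21 pathways and 9 sets of cell type markers), the thresholds and the rule for the genes to be named were fixed. The rule took the 10 highest and the 10 lowest fold changes among called genes with a mean of at least 10 counts per library, groups that did not overlap and a symbol other than a Gm number, Rik, -ps or LOC name, the genes that the study named, the knockout targets, the markers of the sort, up to 4 members with the lowest p of each list that was called or had at least 3 members of adjusted p below 0.05, and up to 2 members with the highest level of every other list. Where a list had 5 or fewer called members, those outside the rule (*Atf4*, *Nfkb2*, *Tnfaip2*, *Slc4a1*) were named after their values were seen. Lists with at least 5 tested members were tested with camera (preset correlation 0.01), with an estimated correlation and with fry.

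Alternatives were DESeq2 size factors, upper-quartile scaling, 3 other filters, replicate number as a block, DESeq2, limma voom, the edgeR likelihood ratio test, other thresholds and leaving out each library. The depth class as a factor, each depth class alone, the removal of mitochondrial genes and of the rRNA gene CT010467.1, and a fit without sEV_TCL1 replicate 2 with the depth class were added after the data were seen. A-rich stretches were sought in the longest M21 transcript of each gene as 20-nt windows with at least 15 A, leaving out the last 100 nt.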

Results

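Messenger RNA was profiled in leukemic B cells of a murine model of chronic lymphocytic leukemia (CLL), a cancer of mature CD5+CD19+ B cells. The cells came from TCL1-RAB27DKO mice, which develop leukemia because the TCL1 oncogene is expressed in B cells (Eµ-TCL1 transgene) and which lack Rab27a and Rab27b, small GTPases that control the release of small extracellular vesicles (sEV). The cells were kept for 24 h in culture with sEVs recovered from leukemic spleens. In 3 libraries the vesicles came from TCL1 mice and were given at 50 µg/ml (group sEV_TCL1). In 3 libraries the vesicles came from TCL1-RAB27DKO mice and were given at 5 µg/ml (group sEV_TCL1-RAB27DKO). The source and the dose of the vesicles therefore differed together, and no library without vesicles was analysed here. The labels number the libraries 1 to 3 in each group and do not say whether they came from separate animals. The p-values therefore measure the spread between these libraries, pooled over genes. The fit took the spread of each gene almost wholly from a trend shared by all genes (infinite median prior degrees of freedom). A gene with uneven libraries could thus still get a low p-value.

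The table held 55367 genes, of which 16864 had at least 1 count. The 6 libraries fell into 2 depth classes. The sEV_TCL1-RAB27DKO libraries held 1401377, 1555170 and 337754 counts for replicates 1 to 3, and the sEV_TCL1 libraries held 285131, 1348924 and 344108. Libraries above 1000000 counts are called deep here and the other 3 shallow, and each class held libraries of both groups. Mitochondrial genes took 51.2% (95% Wilson interval 51.0 to 51.4) of the counts in sEV_TCL1-RAB27DKO replicate 3, 40.4% (40.3 to 40.6) in sEV_TCL1 replicate 1 and 47.6% (47.4 to 47.8) in sEV_TCL1 replicate 3, which are the shallow libraries. In the deep libraries they took 13.6% (13.5 to 13.7) in sEV_TCL1-RAB27DKO replicate 1, 12.9% (12.86 to 12.97) in its replicate 2 and 11.1% (11.1 to 11.2) in sEV_TCL1 replicate 2. These intervals cover counting error only. sEV_TCL1-RAB27DKO replicates 1 and 2 correlated at r = 0.941 across 7281 genes (log CPM, counts per 1000000; genes are not independent replicates), while the other 14 pairs of libraries lay between 0.567 and 0.723. The counts of no pair agreed within sampling noise, since the chi-square per degree of freedom was at least 5.27, so all 6 libraries were kept apart.

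The knockout targets were examined first. *Rab27b* (chromosome 18, 69979131 to 70141605, GRCm38) had 0 counts in all 6 libraries, which allows up to 3 counts in each. *Rab27a* (chromosome 9, 73044854 to 73097629) had 4, 4 and 5 counts in the sEV_TCL1-RAB27DKO libraries and 0, 16 and 2 in the sEV_TCL1 libraries. The counted 3′ tags check little for *Rab27a*, whose position relative to the mutation is not given in the sources used here, and both groups are knockout cells. Of the markers of the CLL phenotype, *Cd19* reached 180 ± 90.5 CPM (SD, n = 3) with sEV_TCL1-RAB27DKO and 139 ± 86.0 with sEV_TCL1, and *Cd5* reached 5.98 ± 1.36 and 4.06 ± 4.18 CPM. Neither differed by more than the spread between libraries (adjusted p = 0.800 and 0.894).

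The comparison of the groups asked whether vesicles of the leukemic microenvironment act back on leukemic cells that release few of their own. Genes higher after sEV_TCL1 included the transcription factor *Maf* (172 ± 134 CPM against 0.684 ± 0.770, SD, n = 3), the fractalkine receptor *Cx3cr1* and the scavenger receptor *Marco*, together with the cell division genes *Mki67*, *Top2a* and *Cenpf*. *Cx3cr1* and *Marco* also stand in the list of monocyte and macrophage markers, and whether their counts came from the leukemic cells was not tested. Genes of the integrated stress and unfolded protein responses (*Ddit3*, *Atf4*, *Trib3*, *Chac1*, *Xbp1*) were lower, with *Ddit3* at 37.2 ± 5.90 CPM against 244 ± 130. Of these, *Trib3* and *Xbp1* were not lower within the shallow libraries. Of 12672 genes tested, 378 passed the thresholds (edgeR quasi-likelihood test, adjusted p below 0.05 and a log2 fold change of at least 1 in either direction), 298 higher and 80 lower in sEV_TCL1. The groups did not overlap in 171 of the 298 and in 59 of the 80 genes, which is no separate test, since the genes were selected for a difference between these groups (chance gives 10%, and all genes tested gave 16.2%). The count fell to 93 (88 higher, 5 lower) without sEV_TCL1-RAB27DKO replicate 1 and to 96 (86 and 10) without its replicate 2, and rose to 606 (441 and 165) without sEV_TCL1 replicate 2. It fell to 132 (123 and 9) with the depth class as a factor, to 97 (87 and 10) when 5 counts were asked for in 3 libraries, to 2 with the filterByExpr filter and to 0 with limma voom, which gave 2337 genes at an unadjusted p under 0.05. Within the deep libraries 289 of the 298 higher genes and all 80 lower genes had the same direction, and within the shallow libraries 271 and 67 did. That is no separate test either, since the genes were called over these same libraries.

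The 3 genes that the study named from these samples were all called, so they are not independent evidence. *Maf* (chromosome 8, 115682942 to 115707794) had 66, 52 and 49 counts in the sEV_TCL1 libraries and 1, 3 and 0 in the sEV_TCL1-RAB27DKO libraries, a log2 fold change of 7.29 ± 0.83 (SE, adjusted p = 4.06e-16). *Cx3cr1* (chromosome 9, 119901616 to 120069879) had 49, 11 and 3 counts against 0 in each sEV_TCL1-RAB27DKO library, at least 33.3-fold higher when a floor of 3 counts was taken for the whole group (adjusted p = 4.28e-10). Its call was lost without sEV_TCL1 replicate 1. *Bach2* (chromosome 4, 32238804 to 32586108), a repressor of plasma cell differentiation, had 3, 447 and 5 counts against 22, 9 and 0, a log2 fold change of 3.68 ± 0.71 (adjusted p = 4.02e-05). It reached 213 CPM in sEV_TCL1 replicate 2 and 13.1 and 20.9 CPM in replicates 1 and 3, and it was not called without replicate 2 (log2 fold change 1.28).

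Among the 10 highest fold changes, 5 genes had no count in any sEV_TCL1-RAB27DKO library. These were *H2-M2*, a nonclassical MHC class I gene (at least 56.1-fold higher), *Tcf7l2*, a transcription factor of the Wnt pathway (at least 49.8-fold), *Marco* (at least 33.9-fold), *Cx3cr1* and *Zfp608* (at least 99.5-fold). *Cald1*, which encodes the actin-binding protein caldesmon, had 277, 93 and 63 counts against 0, 0 and 4 (log2 fold change 8.28 ± 0.81, SE). *Hemgn*, a nuclear protein of hematopoietic cells, had 38, 58 and 229 counts against 1, 5 and 0 (7.95 ± 0.76). *Dmtn*, which encodes a membrane skeleton protein of red cells, had 85 counts against 1 and *Myof* 76 against 1, summed over each group. Their ratios were 135 (exact 95% counting interval 23.6 to 5393) and 121 (21.02 to 4828). The remaining gene of the 10 was *Maf*.

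Among the 10 lowest genes, *Soat2*, which esterifies cholesterol, had 44, 27 and 3 counts in the sEV_TCL1-RAB27DKO libraries and 0 in each sEV_TCL1 library, at least 15.5-fold lower. *Angptl6* had 218 counts against 2 over the groups, a ratio of 68.6 (exact counting interval 18.8 to 570.4). *Ftl1*, the ferritin light chain, had 111 against 2, a ratio of 35.0 (9.45 to 292), but it shares sequence with processed pseudogenes, so its level is uncertain. The log2 fold change was -3.87 ± 1.20 (SE) for *Abhd4*, -3.62 ± 0.99 for *Csf1*, the macrophage growth factor, -3.62 ± 1.07 for *Ttll12*, -3.50 ± 1.07 for the stress-induced *Nupr1*, -3.49 ± 0.95 for *Gsto1*, a glutathione transferase, -3.47 ± 0.90 for *Lacc1* and -3.37 ± 0.88 for *Pfn2*. *Soat2*, *Ftl1*, *Abhd4*, *Csf1*, *Ttll12*, *Nupr1*, *Gsto1* and *Pfn2* lost the call when sEV_TCL1-RAB27DKO replicate 1 was left out, and likewise without its replicate 2. Apart from *Soat2* and *Ftl1*, their log2 fold changes then lay between -3.82 and -2.97. *Angptl6* lost it without replicate 1 only, and *Lacc1* without replicate 3. Leaving out sEV_TCL1 libraries also ended calls. *Abhd4* lost it without sEV_TCL1 replicate 1 (-3.64) or 3 (-3.63), and *Ttll12* without replicate 1 (-3.36). *Csf1* lost it without sEV_TCL1 replicate 2 (-2.58), and *Nupr1* without sEV_TCL1 replicate 2 (-2.64) or 3 (-3.22). *Csf1* had 132, 122 and 2 counts with sEV_TCL1-RAB27DKO and 2 in each sEV_TCL1 library. It lay at -0.05 within the shallow libraries, so its fall rests on the deep libraries.

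**Figure D1:**
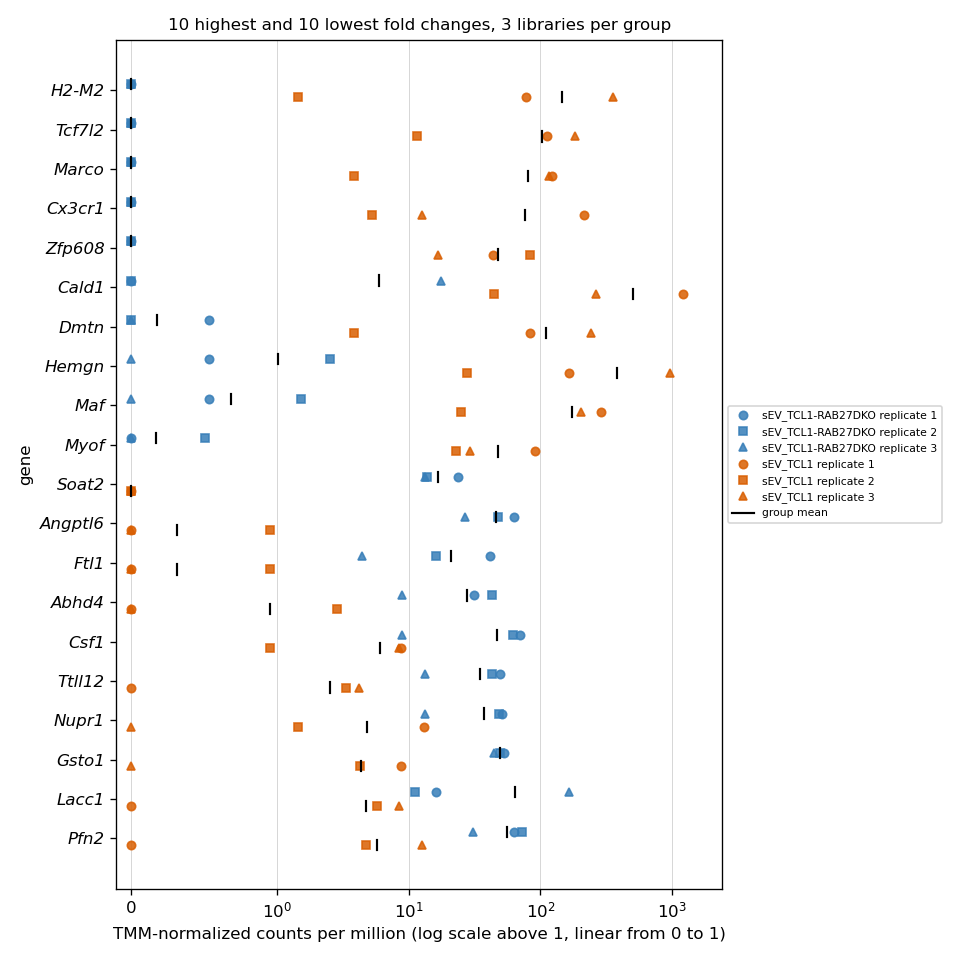
TMM-normalized CPM of the 10 genes with the highest and the 10 with the lowest fold change, with genes on the vertical axis and CPM on the horizontal axis (logarithmic above 1, linear from 0 to 1). Each symbol is 1 library and each black bar a group mean of 3; *Maf* had 287, 24.8 and 205 CPM in the sEV_TCL1 libraries and at most 1.52 with sEV_TCL1-RAB27DKO.

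Of 26 gene lists with at least 5 tested members, 11 were called by camera with its preset correlation, 5 higher and 6 lower in sEV_TCL1. None was called with an estimated correlation (lowest adjusted p = 0.455) or by fry (lowest adjusted p = 0.204), while 13 had an unadjusted camera p under 0.05.

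Cell division genes were higher after sEV_TCL1. Of 26 proliferation genes, 3 rose, 0 fell and 23 did not pass (3 rose adjusted over the list alone), and the median log2 fold change was 1.13 (camera adjusted p = 1.88e-07; adjusted p = 0.455 with an estimated correlation). The division marker *Mki67* rose from 58.8 ± 75.7 to 331 ± 120 CPM (SD, n = 3; log2 fold change 2.69 ± 0.55, SE), the topoisomerase *Top2a* from 122 ± 144 to 547 ± 93.7 CPM (2.24 ± 0.53) and the kinetochore gene *Cenpf* from 23.9 ± 29.2 to 97.3 ± 35.3 CPM (2.39 ± 0.66). The list's median was 1.65 within the deep and 0.53 within the shallow libraries. In sEV_TCL1-RAB27DKO, the shallow replicate 3 alone held 146 CPM of *Mki67* against 14.9 and 15.2 in the deep replicates. All 3 genes lost the call without sEV_TCL1-RAB27DKO replicate 1 or without its replicate 2, at log2 fold changes of 1.78 to 2.19.

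Stress response genes were lower. Of 20 genes of the unfolded protein and stress response, 5 fell, 0 rose and 15 did not pass (10 fell and 1 rose adjusted over the list alone), with a median log2 fold change of -1.35 (camera adjusted p = 1.88e-07; adjusted p = 0.455 with an estimated correlation). *Ddit3*, the stress-induced transcription factor CHOP, fell (log2 fold change -2.76 ± 0.56, SE). The log2 fold change was -2.42 ± 0.60 for *Xbp1*, a driver of secretory capacity, and -3.17 ± 0.86 for *Chac1*, a glutathione-degrading target of ATF4. It was -1.79 ± 0.55 for *Trib3* and -1.75 ± 0.55 for *Atf4*, with adjusted p of 0.0394 and 0.0495. The median was -2.21 within the deep and -0.46 within the shallow libraries. Within the shallow libraries *Xbp1* (0.12) and *Trib3* (0.47) turned direction, so their fall rests on the deep libraries. There sEV_TCL1 replicate 2 is the only library of its group. *Trib3* had 118, 1.43 and 79.4 CPM in the sEV_TCL1 libraries and 263, 286 and 70.9 CPM with sEV_TCL1-RAB27DKO. *Ddit3* kept its call without each library in turn, whereas *Trib3* lost it in 4 and *Atf4* in 5 of the 6 leave-outs.

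Genes of the NRF2, heme and iron list followed the same direction in the deep libraries. Of 14 measured, *Gclc* (glutathione synthesis) and *Ftl1* fell, *Blvrb* (heme breakdown) rose and 11 did not pass (7 fell and 2 rose adjusted over the list alone). The median was -1.38 overall (camera adjusted p = 0.00116; adjusted p = 0.486 with an estimated correlation), -3.56 within the deep libraries and 0.06 within the shallow. The call was lost without sEV_TCL1 replicate 2 (median -0.86), and *Blvrb* was at -0.03 within the deep libraries. In the plasma cell differentiation list, *Xbp1* and *Jchain*, the joining chain of secreted antibodies, fell and 12 of 14 did not pass (0 rose and 4 fell adjusted over the list alone; median -0.51, camera adjusted p = 0.0236; adjusted p = 0.455 with an estimated correlation). That call was lost without sEV_TCL1-RAB27DKO replicate 1 (median -0.36), and also without sEV_TCL1 replicate 2 (-1.12) and with the depth class as a factor (-1.04), where the median lay further from 0.

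Genes of protein synthesis and respiration lay lower as groups while few members passed. Of 83 cytosolic ribosomal protein genes, 78 were lower (median -0.73, camera adjusted p = 1.88e-07; adjusted p = 0.542 with an estimated correlation) but 0 fell past the threshold and 1 rose, over all genes and adjusted over the list alone. That gene was *Rpl21* (log2 fold change 3.13 ± 0.55, SE), which has many processed pseudogenes and whose level is uncertain. The median was -1.01 within the deep and -0.33 within the shallow libraries. Ribosomal protein genes took at least 12.6% of all counts in sEV_TCL1-RAB27DKO replicates 1 and 2 and 5.20% in its replicate 3. They took 4.41%, 7.80% and 4.75% in the sEV_TCL1 libraries. All counts include mitochondrial ones, which took 40.4 to 51.2% in the shallow and 11.1 to 13.6% in the deep libraries. These shares therefore do not compare across depth classes. *Rps11*, not called, reached 122 ± 56.2 CPM against 328 ± 86.5. Of 78 genes of oxidative phosphorylation, 66 were lower and 0 passed in either direction, also adjusted over the list alone (median -0.73, camera adjusted p = 1.88e-07; adjusted p = 0.455 with an estimated correlation). The median of this list was -0.94 within the deep and -0.40 within the shallow libraries. *Ndufb11* of complex I reached 28.7 ± 17.6 CPM against 103 ± 35.3, and *Cyc1* of complex III 16.5 ± 10.3 against 68.3 ± 32.4.

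Genes of sEV biogenesis and release were lower as a list (28 measured, median -0.67, camera adjusted p = 0.00373; adjusted p = 0.455 with an estimated correlation). The tetraspanin *Cd63* fell and 27 did not pass (2 fell adjusted over the list alone). *Cd63* had 79, 102 and 0 counts in the sEV_TCL1-RAB27DKO libraries and 0, 0 and 2 in the sEV_TCL1 libraries, a ratio of 57.0 (exact counting interval 15.6 to 474). *Cd81*, another tetraspanin, reached 52.7 ± 35.0 CPM against 173 ± 95.3 (adjusted p = 0.0551). Within the shallow libraries the direction of *Cd63* turned, on 0 counts against 0 and 2. Its call was lost without either deep sEV_TCL1-RAB27DKO library or without sEV_TCL1 replicate 2.

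Genes of mature B cells and of antigen presentation were carried by sEV_TCL1 replicate 2. Of 20 B cell identity genes, *Bach2*, *Cr2* and *Fcer2a* rose, 0 fell and 17 did not pass (4 rose adjusted over the list alone; median 0.55, camera adjusted p = 0.118). The list was called higher without sEV_TCL1 replicate 1 or 3 (adjusted p = 0.00413 and 0.00757, range over all alternatives 0.00413 to 0.726). *Cr2*, the complement receptor CD21, had 1820 counts in that library and 0 in both other sEV_TCL1 libraries, and 2, 0 and 4 with sEV_TCL1-RAB27DKO. *Fcer2a* (CD23) had 403 counts there and 0 in the other 5 libraries. Of 11 genes of MHC class II presentation, *H2-DMb2* and the master regulator *Ciita* rose and 9 did not pass (3 rose adjusted over the list alone; median 0.86, camera adjusted p = 0.0352; adjusted p = 0.572 with an estimated correlation). *H2-DMb2* had 888 counts in sEV_TCL1 replicate 2 and 1 and 0 in replicates 1 and 3, and *Ciita* 654 against 6 and 6. Without this library the median of the list was -0.81 and the list was not called, whereas without sEV_TCL1-RAB27DKO replicate 3 the call was lost at a median of 0.81. Of 18 migration and homing receptors, *Cx3cr1*, the L-selectin gene *Sell* and *Ccr6* rose, and 15 did not pass (6 rose and 1 fell adjusted over the list alone; median 0.68, camera adjusted p = 0.118). The list was called higher without sEV_TCL1 replicate 3 (adjusted p = 0.0242, range 0.0242 to 0.845). *Sell* had 565 counts in sEV_TCL1 replicate 2 against 3 and 5, and *Ccr6* 242 against 0 and 0. The same library also differed in sex-linked genes. It held 197 counts of the Y-linked *Ddx3y*, where the other 5 held at most 2, and 18.1 CPM of *Xist*, where the others held 165 to 399. Both genes were chosen after their values were seen.

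**Figure D2:**
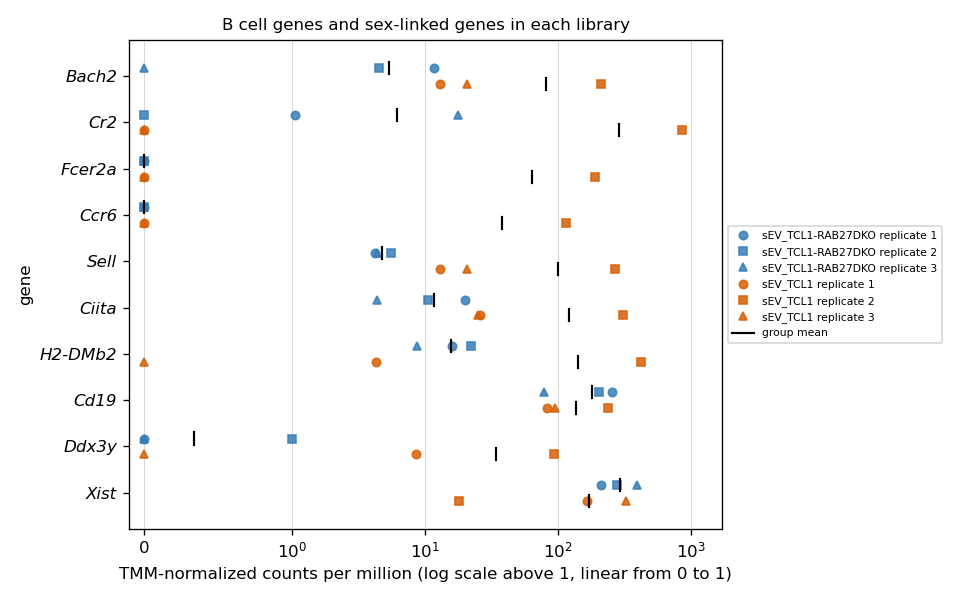
TMM-normalized CPM of B cell, antigen presentation and homing genes, of *Cd19* and of the sex-linked *Ddx3y* and *Xist*, with genes on the vertical axis and CPM on the horizontal axis (logarithmic above 1, linear from 0 to 1). Each symbol is 1 library and each black bar a group mean of 3; sEV_TCL1 replicate 2 held 868 CPM of *Cr2*, and the other 5 libraries at most 17.7.

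Interferon genes gave few calls. Of 25 type I interferon response genes, *Ifit1* rose and 24 did not pass (2 rose adjusted over the list alone; median 0.88, camera adjusted p = 0.0421; adjusted p = 0.455 with an estimated correlation), and the list was not called with DESeq2 size factors, upper-quartile normalization or the depth class as a factor, where its median was 1.01, 0.86 and 1.09. The call was also lost without sEV_TCL1-RAB27DKO replicate 1 or 2 or sEV_TCL1 replicate 3 (medians 0.80, 0.88 and 0.85) and without sEV_TCL1 replicate 2 (0.27). *Ifit1* had 13, 13 and 52 counts against 3, 11 and 1 (log2 fold change 4.55 ± 0.80, SE). Of 18 interferon gamma response genes, *Cxcl9*, *Gbp5* and *Socs1* rose and 15 did not pass (3 rose and 1 fell adjusted over the list alone; median 0.68, camera adjusted p = 0.0703). The list was called higher without sEV_TCL1 replicate 2 (adjusted p = 0.00391, range 0.00391 to 0.510). *Cxcl9*, a T cell chemokine, had 5, 0 and 31 counts against 0 in each sEV_TCL1-RAB27DKO library (at least 19.1-fold higher). *Gbp5* reached 87.2 ± 71.6 CPM against 10.6 ± 10.2, and *Socs1* had 8, 12 and 4 counts against 0 (at least 12.7-fold higher). Without sEV_TCL1 replicate 3, *Ifit1* and *Gbp5* were not called (log2 fold changes 2.88 and 2.49), nor was *Cxcl9*. *Gbp5* also lost its call without sEV_TCL1-RAB27DKO replicate 1 (2.80) and without its replicate 2 (3.23).

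The other pathway lists were not called in the chosen analysis. In the immune checkpoint and immunosuppression list, which holds *Cx3cr1*, that gene rose and 19 of 20 did not pass (1 rose and 1 fell adjusted over the list alone), with a median of -1.22 (camera adjusted p = 0.113). The list was called lower without a filter and with the depth class as a factor (adjusted p = 0.0493 and 0.0485, range 0.0485 to 0.458). *Nfkb2* and *Tnfaip2* rose among 22 NF-kB target genes (2 rose and 1 fell adjusted over the list alone; median 0.01). The lipid carrier *Apoe* fell among 9 LXR target genes (median -0.59) and the cell cycle inhibitor *Cdkn1a* among 16 p53 target genes (median -0.14), each also adjusted over the list alone. *Apoe* fell from 562 ± 194 to 160 ± 78.8 CPM and *Cdkn1a* from 227 ± 75.2 to 57.9 ± 44.1 CPM. No member passed in the lists of antigen receptor and immediate early genes (19 measured, median -0.55), MYC and ribosome biogenesis (22, median -0.06), glycolysis and hypoxia (23, median -0.33), cholesterol synthesis (21, median -0.41) and heat shock (13, median 0.45). Of these, only heat shock had a member that rose adjusted over the list alone, and its mean (-0.12) and the mean of glycolysis and hypoxia (0.10) differed in sign from the median. With members that were at 0 in a group set to their bound, the median of the immediate early genes was -0.33.

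**Figure D3:**
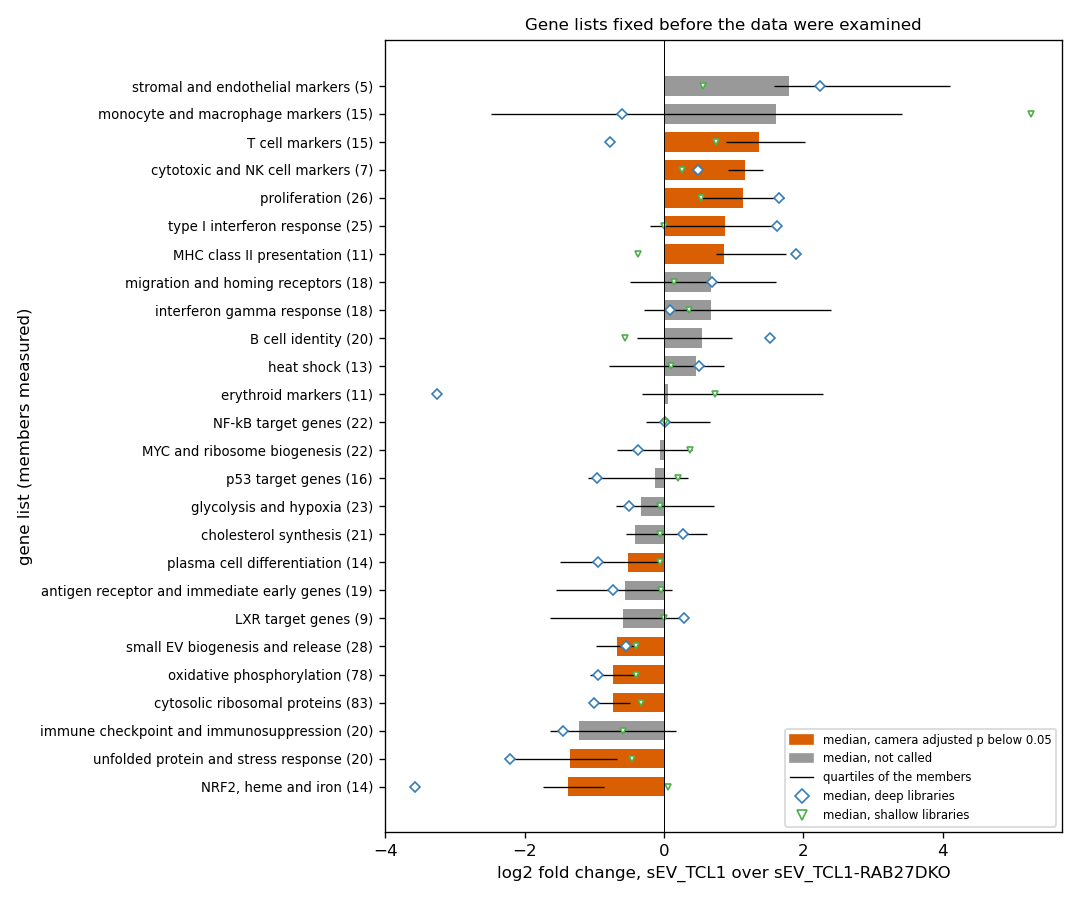
Median log2 fold change (sEV_TCL1 over sEV_TCL1-RAB27DKO, horizontal axis) of each gene list tested by camera (vertical axis, with the number of members measured). Bars are medians over all 6 libraries, lines the quartiles of the members, and diamonds and triangles the medians within the deep and the shallow libraries; the unfolded protein and stress response list lay at -2.21 and -0.46 in these classes.

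The T cell markers (15 measured, median 1.36, camera adjusted p = 0.00782; adjusted p = 0.542 with an estimated correlation) and the cytotoxic and NK cell markers (7 measured, median 1.16, camera adjusted p = 0.0332; adjusted p = 0.542 with an estimated correlation) were called higher in sEV_TCL1, with no member passing, also adjusted over the list alone. Their medians were -0.78 and 0.49 within the deep and 0.75 and 0.25 within the shallow libraries. Neither list was called with the depth class as a factor (medians 0.17 and 0.49). When 1 library was left out, the medians ran from 0.84 to 2.07 and from 0.31 to 2.57. Both calls were lost without sEV_TCL1-RAB27DKO replicate 1 and without sEV_TCL1 replicate 1 or 3. The call of the cytotoxic and NK cell list was also lost without sEV_TCL1-RAB27DKO replicate 2. The summed counts of the T cell list ran from 109 to 217 and those of the cytotoxic and NK cell list from 78 to 105 over the 6 libraries. In CPM the T cell list stood at 483 to 805 in the shallow and at 83.9 to 110 in the deep libraries. Since sEV_TCL1 held 2 of the 3 shallow libraries, the higher level of these lists cannot be told apart from uneven depth. *Il7r* had 3, 10 and 14 counts with sEV_TCL1-RAB27DKO and 14, 52 and 17 with sEV_TCL1. *Gzmb* had 42, 42 and 47 against 42, 39 and 49, *Prf1* 13, 13 and 13 against 20, 20 and 18, and *Trbc2* 39, 53 and 24 against 40, 29 and 44. Of 15 monocyte and macrophage markers, *Marco* and *Cx3cr1* rose and 13 did not pass (4 rose and 2 fell adjusted over the list alone; median 1.60, or 1.40 with members at 0 in a group set to their bound; camera adjusted p = 0.118). Without sEV_TCL1 replicate 2 the list was called higher (adjusted p = 8.06e-04, range 8.06e-04 to 0.842). Its summed level was 129, 143 and 57.6 CPM with sEV_TCL1-RAB27DKO and 422, 28.6 and 322 CPM with sEV_TCL1. Of 11 erythroid markers, *Slc4a1* rose (2 rose adjusted over the list alone; median 0.05, camera adjusted p = 0.723), though it was at -0.91 within the deep libraries. The list was called higher without sEV_TCL1 replicate 2 (adjusted p = 0.00206, range 0.00206 to 0.984). *Hbb-bs*, an adult globin with a near-identical neighbor, reached 7691 ± 3188 CPM with sEV_TCL1-RAB27DKO and 10884, 624 and 12426 CPM in the sEV_TCL1 libraries. Of 5 stromal and endothelial markers, *Cxcl12* rose with 20, 1 and 0 counts against 0 (3 rose adjusted over the list alone; median 1.79, camera adjusted p = 0.0774). The summed level of this list was 48.6, 40.0 and 132.8 CPM with sEV_TCL1-RAB27DKO and 295.9, 154.5 and 192.2 CPM with sEV_TCL1. Too few members were measured for a test of the neutrophil (4), dendritic cell (4), megakaryocyte and platelet (3) and basophil and mast cell (2) markers, of which none passed over all genes. Their medians were 2.11, 1.15, 1.28 and 5.77, or 1.44, 1.07, 1.28 and 1.40 with members at 0 in a group set to their bound, and the mean of the megakaryocyte list (-0.32) differed in sign. Adjusted over the list alone, 1, 1, 0 and 2 of them rose.

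The V segments of the antigen receptor differ between B cell clones, and were described without a test. The 3′ tags held few of them, from 2 to 141 counts per library, so a shared segment does not identify a shared clone. *Ighv11-2* took 93 of 141 V segment counts in sEV_TCL1-RAB27DKO replicate 1 (66.0%, exact 95% interval 57.5 to 73.7), 64 of 121 in replicate 2 (52.9%, 43.6 to 62.0), 6 of 6 in replicate 3 (54.1 to 100) and 4 of 5 in sEV_TCL1 replicate 3 (28.4 to 99.5). In both sEV_TCL1-RAB27DKO replicates 1 and 2, *Iglv1* (28 and 33 counts) and *Igkv14-126* (17 and 21 counts) came next. These 2 libraries also had the highest correlation of all pairs (r = 0.941). Whether they came from 1 leukemia cannot be told. If they did, the spread within their group would be understated. sEV_TCL1 replicate 1 held 2 V segment counts, both of *Igkv14-126* (15.8 to 100). In sEV_TCL1 replicate 2, *Iglv1* led with 8 of 25 (32.0%, 14.9 to 53.5) and *Ighv11-2* had 3. In sEV_TCL1 replicate 3 the remaining count was of *Ighv9-1*.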

Values the study reported

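The study called differentially expressed genes at an FDR below 0.05 with a log2 fold change cutoff of 1. It reported that 546 proteins differed between the sEVs of TCL1-RAB27DKO and TCL1 leukemic spleens. The leukemic cells were cultured with the vesicles for 24 hours.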

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

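The depth class settings, each depth class alone, the removal of mitochondrial genes and CT010467.1 and the combined setting without sEV_TCL1 replicate 2 were chosen after the data were seen. Against 378 genes, 428 were called with DESeq2 size factors, 381 with upper-quartile scaling, 336 without a filter, 269 with DESeq2, 427 with the likelihood ratio test, 378 without a fold limit and 384 without mitochondrial genes. The count was 2 with filterByExpr, 97 with 5 counts in 3 libraries, 0 with limma voom (lowest adjusted p = 0.0712), 224 at an adjusted p below 0.01, 132 with the depth class, 3650 in the deep libraries alone (2 against 1; 1988 higher, 1662 lower), 59 in the shallow alone (1 against 2) and 135 with the depth class and without sEV_TCL1 replicate 2. It was 93 to 606 when 1 library was left out. In the single-class fits a lone library is assumed to vary like the others. With filterByExpr 274 of the 378 genes were still tested and all 274 kept their direction. The median prior degrees of freedom of that fit were 8.12, whereas they were infinite in the chosen fit. For none of these changes was the cause tested, since filterByExpr moved the genes tested and the dispersion together. Relative to TMM (median log2 fold change -0.07), DESeq2 size factors moved the median of all genes to 0.08.

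Against 11 lists, 10 were called with either other scaling, 5 with filterByExpr, 13 without a filter, 5 with 5 counts in 3 libraries, 8 with the depth class, 11 without mitochondrial genes, 0 with an estimated correlation, 0 with fry and 7 to 10 when 1 library was left out. These totals include lists not called in the chosen analysis, such as the neutrophil list without a filter (adjusted p = 0.0287). The proliferation, ribosomal protein, oxidative phosphorylation and stress response lists kept their call in 14 of 16 alternatives, and lost it with an estimated correlation and fry. Those 14 all used the preset correlation of 0.01, so they do not test it. The estimated correlation of these lists was 0.368, 0.430, 0.118 and 0.237. The MHC class II median ranged from -0.81 to 1.29 when 1 library was left out.

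Whether the replicate number pairs the libraries could not be told. Deviations from the group means correlated at -0.0952, 0.146 and 0.0223 for the same-numbered libraries 1 to 3. Not every library correlated best with its own number. But every pair within a depth class correlated positively (0.0223 to 0.146) and every mixed pair negatively (-0.149 to -0.0171). The check thus followed depth and cannot exclude pairing. With the replicate block 168 genes and 9 lists were called, without the type I interferon list (median 0.81) and the MHC class II list (median 0.36). Under the block *Hbb-bs* turned to -0.55.

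Of the named genes, 77 kept direction and side of the threshold with either other scaling (7 lost the call), 79 without a filter (4 lost it), 75 with the likelihood ratio test (9), 51 with DESeq2 (26), 39 with the depth class (40), 37 with 5 counts in 3 libraries (28), 14 with filterByExpr (41) and 12 with limma voom (70); genes removed by a setting are not counted. Since limma voom called 0 genes, the 12 that kept their side there had not been called in the chosen fit. Direction turned in few of the named genes. With limma voom *Rab27a* was at 0.49 and *Hbb-bs* at -1.43. With the depth class *Rab27a* was at 0.22, *Cd19* at 0.10, *Trbc2* at -0.0245, *Gzmb* at -0.17 and *Hbb-bs* at -1.60. Leaving out 1 library gave -0.85 to 1.45 for *Rab27a*, -1.07 to 0.0219 for *Cd19*, -4.69 to 8.93 for *Cr2*, -2.91 to 3.70 for *H2-DMb2* and -0.41 to 0.61 for *Hbb-bs*. Of all these genes only *Cr2* and *H2-DMb2* had been called, and both turned without sEV_TCL1 replicate 2. Depth limits what the shallow libraries show: 7612 to 8311 genes had a count there, against 12950 to 13455 in the deep.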

Other observations

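The genes of the first 2 paragraphs were chosen after their values were seen, and all tests here except those of GC content and of depth on A-rich genes were chosen after the result was seen. Several single genes outside the named set were higher in sEV_TCL1. They were not tested as groups, and the erythroid list was not called with all 6 libraries (adjusted p = 0.723) but was without sEV_TCL1 replicate 2 (0.00206; range over all alternatives 0.00206 to 0.984). The linker histone gene *H1f4* had 768, 1772 and 2889 counts against 262, 258 and 152 (log2 fold change 4.13 ± 0.64, SE), and *H1f2*, *H1f3* and *H1f5* were higher by 3.13 ± 0.54, 3.97 ± 0.78 and 3.76 ± 0.83. *Ptpn7*, a phosphatase of lymphocytes, had 2796, 1623 and 768 counts against 83, 95 and 7 (6.99 ± 0.73). The membrane skeleton genes *Ank1* (6.20 ± 0.90), *Add2* (5.57 ± 0.81), *Sptb* (5.24 ± 1.11) and *Epb41* (7.99-fold) were higher, as was the erythroid regulator *Gata1* with 5, 2 and 8 counts against 0 (at least 7.94-fold), while *Hbb-bs* was not (log2 fold change 0.05 ± 0.63). Within the deep libraries the values were 0.13 for *Ank1*, 1.25 for *Add2*, 0.12 for *Sptb* and 0.48 for *Epb41*.

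Other single genes were lower in sEV_TCL1, and no list of lysosomal genes was tested. The log2 fold change was -2.29 ± 0.53 (SE) for *Psap*, -2.37 ± 0.54 for *Ctsz*, -1.99 ± 0.60 for *Hexa* (1.35 within the shallow libraries) and -1.85 ± 0.52 for *Grn*. *Lgals3*, which encodes galectin-3, had 1, 12 and 5 counts against 334, 428 and 3 (-3.97 ± 0.69). The ATF4-related *Atf5*, *Slc7a5* and *Gdf15* had values of -2.44 ± 0.54, -2.19 ± 0.56 and -1.92 ± 0.55. *Ighd* rose (5.08 ± 0.65), with 1257 of its counts in sEV_TCL1 replicate 2 and 7 and 1 in replicates 1 and 3, while *Ighm* (adjusted p = 0.0751) had 430, 3357 and 806 counts against 19833, 21662 and 708.

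The mature B cell genes that were high in sEV_TCL1 replicate 2 were compared within the depth classes. The median log2 fold change of the 31 members of the B cell identity and MHC class II lists was 1.85 (95% bootstrap interval 1.47 to 2.22) within the deep libraries and -0.47 (-0.77 to -0.06) within the shallow. The rise was thus not seen in the shallow libraries, which restates the pattern and is no separate test of an effect shared by the 3 sEV_TCL1 libraries. These intervals take genes as independent, whereas the estimated correlation was 0.580 and 0.918 in these lists. A swap with a library of the other group cannot be told apart. Among the shallow libraries, sEV_TCL1-RAB27DKO replicate 3 correlated better with its deep partners than sEV_TCL1 replicates 1 and 3 did, by at least 0.0608. But sEV_TCL1 replicates 1 and 3 themselves differed by up to 0.0689, and the shallow libraries were not matched for depth. Y-linked genes took 229 of each 1000000 counts in sEV_TCL1 replicate 2 (exact interval 204 to 256) and at most 28.1 (12.1 to 55.3) in the other 5 libraries. *Xist* was at 18.1 CPM there and at 165 to 399 CPM in the others. These values argue against an origin of its cells from the same animal as the other 5. Cells of another animal are thus a candidate explanation of its B cell genes, which was not tested. For those genes a single wrong label and a response of this library alone stay open.

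Genes higher in sEV_TCL1 often held an A-rich stretch at which oligo(dT) could prime inside the transcript, namely 59.6% (Wilson interval 53.9 to 65.1) against 32.7% of uncalled and 19.2% of lower genes. Uncalled genes matched for transcript length and level reached 46.2% (95% of 10000 sets 41.1 to 51.4), and those matched for GC content and level 38.7% (33.6 to 44.2), which argues against either as the whole source. Outside the mitochondrial genome such genes took 24.9%, 24.8% and 26.3% of the counts in the sEV_TCL1-RAB27DKO libraries and 37.6%, 40.3% and 30.6% in the sEV_TCL1 libraries. Genes with a stretch exceeded the others by a median log2 fold change of 0.927 (0.862 to 1.002) within the deep and 0.168 (0.0935 to 0.229) within the shallow libraries, so uneven depth cannot be told apart, because the first value rests on a single sEV_TCL1 library and the second lies near the bound of 0.1 set for it. Internal priming that differed between libraries and a change in the cells both stay open.

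T and NK cell counts did not follow depth. The summed counts of both lists were 248, 303 and 194 with sEV_TCL1-RAB27DKO and 273, 269 and 266 with sEV_TCL1. The ratio of deep to shallow libraries was 1.12 (95% interval 0.886 to 1.41), below the ratio of 4.45 of their totals. T or NK cells in proportion to the leukemic cells would give a ratio near the latter. The value restates the pattern seen, so it is no separate test. RNA carried in with the vesicles would follow their 10-fold dose only if both sources held alike amounts of it, which was not measured. The ratio of the groups was 1.08 (0.838 to 1.40), which therefore cannot decide this. RNA from outside the samples stays open, since a ratio near 1 with an upper bound of 1.41 only restates the pattern.

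With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The real split called 378 genes and the highest other split 74, and 1 of the 10 reached the real count. For the lists, the real split called 11 and the highest other split 12, and 4 of the 10 called at least as many.

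Over 5293 abundant genes (mean of at least 20 counts) the median deep to shallow ratio was 11.8, and 85 of them had a ratio under 1.5. Mitochondrial counts ranged from 115326 to 200881 over the 6 libraries.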
